# Exposure to Paper Mill Effluent at a Site in North Central Florida Elicits Molecular-Level Changes in Gene Expression Indicative of Progesterone and Androgen Exposure

**DOI:** 10.1371/journal.pone.0106644

**Published:** 2014-09-08

**Authors:** Erica K. Brockmeier, B. Sumith Jayasinghe, William E. Pine, Krystan A. Wilkinson, Nancy D. Denslow

## Abstract

Endocrine disrupting compounds (EDCs) are chemicals that negatively impact endocrine system function, with effluent from paper mills one example of this class of chemicals. In Florida, female Eastern mosquitofish (*Gambusia holbrooki*) have been observed with male secondary sexual characteristics at three paper mill-impacted sites, indicative of EDC exposure, and are still found at one site on the Fenholloway River. The potential impacts that paper mill effluent exposure has on the *G. holbrooki* endocrine system and the stream ecosystem are unknown. The objective of this study was to use gene expression analysis to determine if exposure to an androgen receptor agonist was occurring and to couple this analysis with *in vitro* assays to evaluate the presence of androgen and progesterone receptor active chemicals in the Fenholloway River. Focused gene expression analyses of masculinized *G. holbrooki* from downstream of the Fenholloway River paper mill were indicative of androgen exposure, while genes related to reproduction indicated potential progesterone exposure. Hepatic microarray analysis revealed an increase in the expression of metabolic genes in Fenholloway River fish, with similarities in genes and biological processes compared to *G. holbrooki* exposed to androgens. Water samples collected downstream of the paper mill and at a reference site indicated that progesterone and androgen receptor active chemicals were present at both sites, which corroborates previous chemical analyses. Results indicate that *G. holbrooki* downstream of the Fenholloway River paper mill are impacted by a mixture of both androgens and progesterones. This research provides data on the mechanisms of how paper mill effluents in Florida are acting as endocrine disruptors.

## Introduction

In the early 1980s, female Eastern mosquitofish (*Gambusia holbrooki*) with elongated anal fins, mimicking the fins of adult males, were first documented from Elevenmile Creek, Florida [1]. This small stream served as the wastewater outfall of a large paper mill for several decades and has been known to be contaminated both “chemically and biologically” [2]. Additional surveys for masculinized female *G. holbrooki* found similar results downstream of other paper mill impacted sites in Florida including the St. John's River at Rice Creek [3] and the Fenholloway River [4]. These findings are not limited to the US, as masculinized female Western mosquitofish (*G. affinis*) have recently been found downstream of an active paper mill in China [5]. Regulatory policies in the US such as the Clean Water Act have led to improvements in toxicity of industrial effluents via reductions of chemicals such as dioxins, ammonia, and metals. However, endocrine disrupting chemicals (EDCs) are often still prevalent in this type of effluent, with aquatic wildlife residing downstream of paper mill-impacted areas exhibiting increased proportions of single sex embryos, abnormal sex steroid levels, modulations in egg yolk proteins, and reduced gonad sizes [6].

Over the last decade, numerous research efforts have been conducted to assess the causes of masculinization of *G. holbrooki* in the Fenholloway River [7]–[12]. Previous high performance liquid chromatography (HPLC) fractionation studies determined that chemicals in water samples from this site could bind the human androgen receptor (AR) and induce androgen-dependent gene expression [7]. The compound androstenedione (AED), a precursor of testosterone in the steroidogenic pathway, was initially associated with the activation of the AR, and this chemical was found in Fenholloway River water and sediment. However, follow-up analysis demonstrated that AED was not in the individual HPLC fraction associated with the AR activation, as fractions were pooled before chemical identification was conducted [8], [9]. Furthermore, a 6-week exposure of *G. affinis* to the concentration of AED present in Fenholloway River water (0.04 ng/L) did not result in anal fin masculinization [10].

Other biological endpoints in *G. holbrooki* from the Fenholloway River suggest larger liver masses and smaller body masses and lengths, as well as an increase in the number of oocytes in masculinized female *G. holbrooki* from the Fenholloway River [11]. Later studies found reductions in the number of early and late stage embryos in *G. holbrooki* residing downstream of the paper mill [12], potentially due to the lack of normalization of these endpoints to body mass [11], [12].

Previous studies in the Fenholloway River succeeded in evaluating the physiological impacts of paper mill exposure on resident mosquitofish. However, better insights into the mechanisms of action of chemicals in paper mill effluent can be obtained by including molecular endpoints in these analyses [13]. mRNA levels of bone growth factor *sonic hedgehog* (*shh*) [14], [15] and steroidogenic enzyme *17β-hydroxysteroid dehydrogenase 3* (*17βhsd3*) are potential biomarkers of androgen exposure in *G. holbrooki* [16], [17]. In fish, *vitellogenin* (*vtg*) and *zona pellucida* glycoproteins (*zp*) are crucial components of oocyte quality [18] and decreases in their expression often occur during androgen exposure [15], [19], which can possibly lead to low-quality eggs. Hepatic transcriptome analysis can provide mechanistic information on the impacts of toxicant exposure, as the liver is the primary detoxification organ and comes into contact with any chemicals that fish are exposed to in the field.

Transcriptomics experiments of fish exposed to androgenic chemicals have revealed large impacts on the biological processes of metabolism [16], [19] so focusing on the liver is of relevance for evaluating the androgenicity of paper mill effluents. In addition, *in vitro* methods in the lab can be used to help screen samples of unknown chemical contaminants for their ability to activate the transcription of genes via nuclear receptors. This has been previously demonstrated in the Fenholloway River below an active paper mill [7] and when data from these assays are coupled with molecular data from the fish impacted by the effluents, they can provide additional information for determining the type(s) of chemicals present and impacting aquatic organisms at this location.

The objective of this study was to evaluate changes in gene expression coupled with *in vitro* nuclear receptor assays to evaluate the androgenicity of water downstream of the paper mill on the Fenholloway River. Two specific aims were developed: (1) evaluate mRNA levels of *vtg*, *17βhsd*3, and *zp2* in the liver, *shh* in the anal fin, and global hepatic gene expression profiles associated with paper mill exposure, and (2) determine if chemicals in the Fenholloway River could bind to the ligand binding domain of androgen and progesterone receptors. We hypothesized that modulations in gene expression patterns and *in vitro* analyses would be indicative of androgen exposure and that global gene expression analysis via microarrays would provide insights into the mode(s) of actions of the chemicals present in the effluent. This addresses an important gap in knowledge by evaluating the type(s) of EDC that impact *G. holbrooki* at this site.

## Materials and Methods

### Sample collection

Wild *G. holbrooki* were captured from two sites downstream of the Buckeye Kraft Pulp and Paper Mill on the Fenholloway River as well as one site at the Econfina River which does not receive paper mill effluent and served as a reference site (Fig. 1). Only sexually mature *G. holbrooki* (females >15 cm standard length and with the presence of the gravid spot) were collected. In Summer 2012, three sampling events were conducted, once at the Fenholloway River downstream of the paper mill along County Road 361A (Fenholloway 1; GPS coordinates: N 30 058.341′, W 83 588.569′) and twice on the Econfina River (GPS coordinates: N 30 08.549′, W 83 51.962′). Additional sampling was conducted in 2013 to obtain fin samples from the Fenholloway River along US 98 (Fenholloway 2; GPS coordinates N 30 03.925′, W 83 33.470′) and the Econfina River. A 1/8″ mesh seine was used to collect *G. holbrooki*. This study was carried out in accordance with the recommendations laid out in “Guide for the Care and Use of Laboratory Animals” by the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committee of the University of Florida (Protocol 201105665). Field sampling was conducted under Florida Fish and Wildlife Commission fishing licenses; all water access points were public areas and no protected species were sampled.

**Figure 1:**
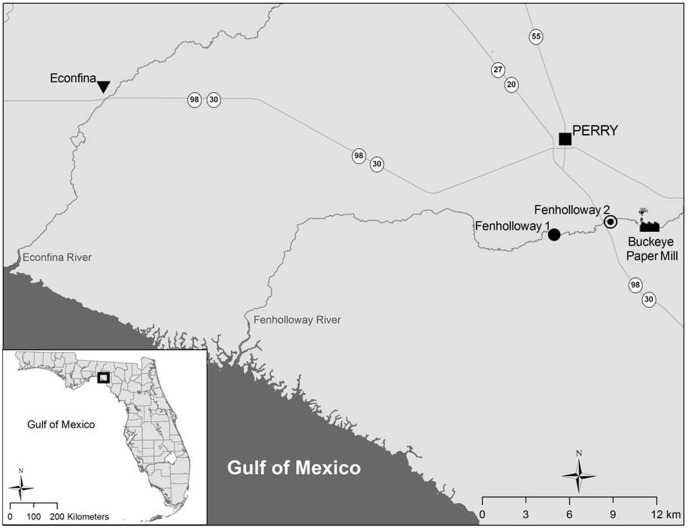
Spatial representation of the two sites where female Eastern mosquitofish (*Gambusia holbrooki*) were collected for this study. The paper mill-impacted sites include Fenholloway River sites 1 and 2 and the reference site in the Econfina River. *G. holbrooki* were collected from Fenholloway site 1 on July 12^th^, 2012 and from Fenholloway site 2 on April 10^th^, 2013. *G. holbrooki* were collected from the Econfina River on August 7^th^ and October 4^th^, 2012. The map was created using ArcGIS v10.0 (Esri, Redlands, USA).

Fish were transferred to 5 gallon aerated buckets filled with site water and were processed immediately after collection. Fish were euthanized using a lethal dose (300 mg/L) of Tricaine-S (Western Chemical, Ferndale, USA) and sacrificed via spinal transection. Anal fin elongation and oocyte stage, staged according to previously published criteria, [20] were assessed upon dissection. Livers and anal fins were excised and stored in RNAlater (Qiagen, Hilden, Germany) overnight at 4°C before long-term storage at −80°C. A subset of fin samples collected in 2012 (N = 4 per site) was used for evaluating the number of bone segments in the third ray of the anal fin using methods previously described [15].

For water samples, collection took place at each of the three sites previously indicated as well as at a site upstream of the Econfina River collection area (GPS coordinates N 30 08.549′, W 83 51.962′) in April 2013. EPA-approved 2.5 L amber bottles (Fisher Scientific, Hampton, USA) were filled with site water by placing the open beaker into the river using a 3 meter long net with only flowing surface water collected. Water was kept on ice immediately after collection, brought to pH<4 to prevent bacterial growth after returning to the laboratory, and stored at 4°C until further processing.

### RNA extraction

RNA was extracted from livers by phenol-chloroform extraction using methods previously described [15]. For anal fin RNA extraction, samples stored in RNAlater were blotted dry before purification using the RNeasy kit (Qiagen, Hilden, Germany) following the manufacturer's protocol. Fins were homogenized in 600 µL lysis buffer (Buffer RLT; Qiagen, Hilden, Germany) for 20 seconds and centrifuged for 3 minutes at 4°C at 20,800 g. The supernatant was mixed with 600 µL 70% (v/v) ethanol, transferred to an RNeasy column, and centrifuged for 15 seconds at 4°C at 20,800 g. Samples were then washed with 350 µL wash buffer (Buffer RW1; Qiagen, Hilden, Germany) for 15 seconds at 4°C at 20,800 g and an on-column DNase treatment (RNA-free DNase kit, Qiagen, Hilden, Germany) was conducted for 15 minutes at room temperature before washing and centrifuging with 350 µL Buffer RW1 for 15 seconds at 4°C at 20,800 g. Two washes of 500 µL concentrated wash buffer (Buffer RPE; Qiagen, Hilden, Germany) for 15 seconds and 2 minutes at 4°C at 20,800 g were conducted before elution in 30 µL RNase-free water. RNA quality and quantity of all samples were assessed using the Nanodrop (ThermoScientific, Waltham, USA). The A_260_/A_280_ values of all samples ranged from 1.75 to 2.18.

### Quantitative polymerase chain reaction analysis

Real-time quantitative polymerase chain reaction (qPCR) analysis was performed using the myiQ single color real-time PCR detection system and analyzed by the iQ software (BioRad, Hercules, USA) as previously described [15]. 200 ng cDNA from livers and 25 ng cDNA from anal fins was amplified using SYBR Green (BioRad, Hercules, USA). Negative controls of water (no template control) and RNA (minus RT control) were analyzed on each plate. Gene copy number and qPCR efficiencies for all genes except *shh* were determined using absolute standard curves [15]. For *shh*, serial dilutions of anal fin RNA were used to calculate reaction efficiency. The average qPCR reaction efficiency was 93.6%. Melt curve analysis revealed that all samples formed a single peak, with no primer dimers or alternate products formed. *RPL8* variability across all samples was 9.67%. qPCR primer sequences can be found in the supporting information (Table S1 in File S1).

### Microarray sample preparation

RNA integrity numbers (RINs) of stage-matched RNA samples (N = 4 per site) were determined with the 2100 BioAnalyzer (Agilent, Santa Clara, USA); samples had a range of RIN's from 7.8 to 8.9. The Low RNA Input Amplification Kit for one color labeling (Cy3) (Agilent, Santa Clara, USA) was used to synthesize cRNA using procedures previously described [16]. Purified cRNA concentrations and specific activities were determined by Nanodrop (ThermoScientific, Waltham, USA) with a specific activity >8 as the cut-off for further processing [16]. Hybridization of 600 ng cRNA and slide scanning was conducted as previously described [16]. The microarray data set (GSE49238) was submitted to the Gene Expression Omnibus (GEO) database, with all reports and deposits made according to the Minimum Information About a Microarray Experiment (MIAME) guidelines [21].

### Water sample extraction and *in vitro* analysis

Water (1.5 L) from each of the four collection sites was passed through Whatman filter paper (GE Healthcare, Maidstone, UK) via vacuum filtration and stored at 4°C until solid phase extraction (SPE). Water samples were extracted using 6 mL Oasis HLB columns (Waters, Milford, USA) after conditioning the columns with 5 mL of methanol and 5 mL of milli-Q water. Water samples were passed through columns using a vacuum manifold with a flow rate of 10 mL/min. After the entire sample was passed through the cartridge, organic constituents were eluted with 5 mL of methanol, evaporated to dryness with nitrogen, reconstituted in 100 µL of dimethyl sulfoxide (DMSO), and stored at −80°C until bioanalysis.

The GeneBLAzer progesterone receptor (PR) and androgen receptor (AR) assays (Life Technologies, Carslbad, USA) were conducted as previously described [22]. This assay functions in stably transfected mammalian cells with a chimera receptor gene that contains the human AR or PR ligand binding domain linked to the DNA binding domain of Gal 4. The cells also contain a stably transfected reporter gene with the DNA binding sites for Gal 4 in the promoter region upstream of the beta-lactamase gene. In the presence of ligands for the receptors, the chimera is transactivated and binds to sites on the promoter for the beta lactamase gene, resulting in transcription and translation of the beta lactamase enzyme. To measure beta lactamase activity, a substrate with two fluors is used; these fluors are in close proximity and exhibit fluorescence resonance energy transfer (FRET) at 520 nm (green spectrum) and upon hydrolysis the substrate fluoresces at 447 nm (blue spectrum).

To measure the amount of ligand in the water extract, the DMSO reconstituted samples were diluted 1∶200, 1∶400, 1∶800 and 1∶1600 in cell culture media. After an 16 h incubation, cells were loaded with LiveBLAzer-FRET B/G Substrate and incubated for 2 h. Fluorescence emission values at 460 nm and 530 nm were obtained using a standard fluorescence plate reader (Synergy H1 Hybrid Reader, Bio-Tek, Winooski, USA). The samples were analyzed on the same plate as a standard curve of levonorgestrel and R1881 for the PR and AR assays respectively. Bioanalytical equivalence quotients (BEQs) were calculated for the field samples by comparing the activity of the water samples to the standard curves following previously described methods [22] (Fig S3 in File S1). The EC_10_ (10% effect concentration) value was used and extrapolated back to the original 1.5 L of water collected at the sites to determine the chemical concentrations at each site. Data is presented as a ratio of blue spectrum values to green spectrum value, which is indicative of PR or AR transactivation.

### Statistical analysis

Anal fin elongation was quantified by methods previously described [15] as a ratio of the measurement of the base of the anal fin (ray 6) to the total length of the fin (ray 4). Liver qPCR data were analyzed as the ratio of the gene copy number per ng RNA versus the *RPL8* copy number per ng RNA multiplied by the average *RPL8* value. All hepatic gene expression results were log-transformed before statistical analyses. Statistical analysis of *shh* was conducted by the delta delta Ct method as previously described [16]. A Student's t-test was used (after confirming normality and homogeneity of data distributions) to determine if there was a statistically significant difference between anal fin elongation, bone segment numbers, and gene expression levels between the Fenholloway River and the Econfina River. Results of all statistical tests were considered significant at α = 0.05.

Microarray data quality control analysis was completed as described previously [16] and data processing and analysis were conducted with JMP Genomics 6.0 (SAS Institute, Cary, USA). A one-way analysis of variance (ANOVA) was conducted after LOcal regrESSion (loess) normalization to determine genes that were differentially expressed between sites. Genes that were statistically significantly differentially expressed with >1.5-fold change were subjected to hierarchical cluster analysis [16], [22], [23]. Changes in Gene Ontology (GO) Biological Processes were determined using the Fisher's Exact test (Fisher raw p-value <0.05, FDR α = 0.05). Visualization of significant pathways and genes was conducted using PathwayStudio (Elsevier, Amsterdam, The Netherlands) based on ResNet 9.0.

Gene expression similarities were evaluated between female *G. holbrooki* downstream of the paper mill-impacted site and *G. holbrooki* that were exposed to the potent androgen 17β-trenbolone (TB) [16]. For this analysis, a one-way ANOVA was used to determine genes that were differentially expressed between samples from the Fenholloway River, the Econfina River, and the TB exposure versus the vehicle control. Only mRNAs that were altered in a statistically significant manner in any group (paper mill collection sites or laboratory TB treatment) compared to controls were used in further analysis. This focused list of genes from this set that were expressed in the same direction in the paper mill-impacted site fish and the TB-exposed fish were subjected to cluster analysis [16], [23], [24].

## Results

### Field sites and anal fin elongation

Since the Econfina River has been used in previous studies as a control site for the Fenholloway River [7], [11], [12], [25] we selected the Econfina as the reference site due to the foundation of knowledge available for this location. The selection of a reference site in a separate system was further justified due to the reduced potential for complications from upstream migration of paper mill-impacted fish. A significant increase in anal fin elongation was seen in *G. holbrooki* from the Fenholloway River (Student's t-test, p<0.001) as well as the number of bone segments in the third ray of the anal fin (Student's t-test, p = 0.029) (Fig. 2A) which was absent in females from the Econfina River. The distribution of anal fin elongation size classes based on site and collection season is also provided, demonstrating an increase in the number of masculinized females in the Fenholloway River during both collection seasons (Fig. 2B).

**Figure 2:**
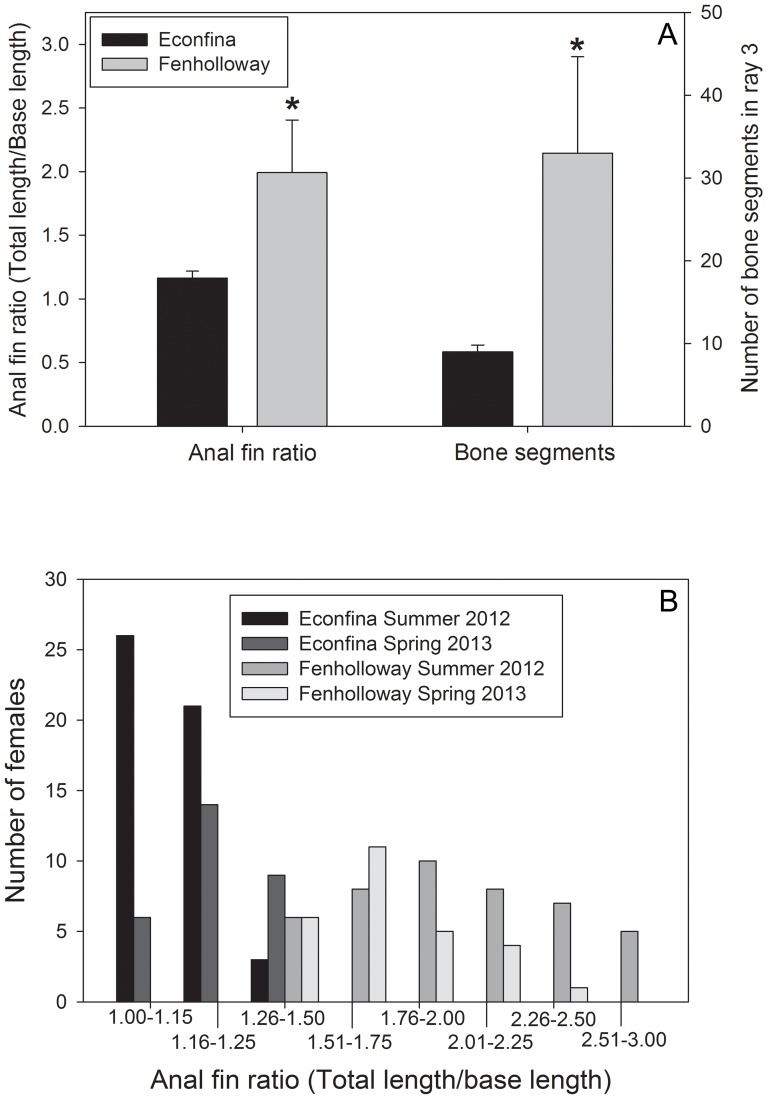
Anal fin elongation and bone segment formation in anal fin ray 3 of female Eastern mosquitofish (*Gambusia holbrooki*) collected from the Fenholloway and Econfina Rivers. Data are repsresented as (A) Mean (± standard deviation) of all collection events and, (B) Distribution of anal fin elongation classes between both paper mill exposed (Fenholloway) and reference (Econfina) field sites. An asterisk indicates statistical significance between the two groups as determined using a Student's t-test with p<0.05. For anal fin elongation levels there was an N of 46 and 50 from the Fenholloway and Econfina rivers respectively and a subset N of 4 from both sites for the bone segment evaluation.

### Focused Gene Expression Analyses

An increase in the mRNA levels of hepatic *vtg*, *zp2*, and *17βhsd3* was seen in female *G. holbrooki* from the Fenholloway River (Fig. 3). Due to differences in gene expression based on oocyte development stage [26], a *post-hoc* analysis was conducted. For *vtg*, significantly increased expression was observed at early oocyte development stages (Student's t-test, p = 0.017 stages 3 through 5) (Fig. 3A), for *zp2* at both early and mid-stages of development (Student's t-test, p<0.001 stages 3 through 5; p = 0.007 stages 7 through 8), (Fig. 3B), and for *17βhsd3* at mid-stages of oocyte development (Student's t-test, p = 0.001 stages 7 through 8; p = 0.050 stage 10) (Fig. 3C). There was also significantly increased expression of *shh* in masculinized Fenholloway River female *G. holbrooki* anal fins (Student's t-test, p = 0.012, N = 22 Econfina River and 16 Fenholloway River) (Fig. 4).

**Figure 3:**
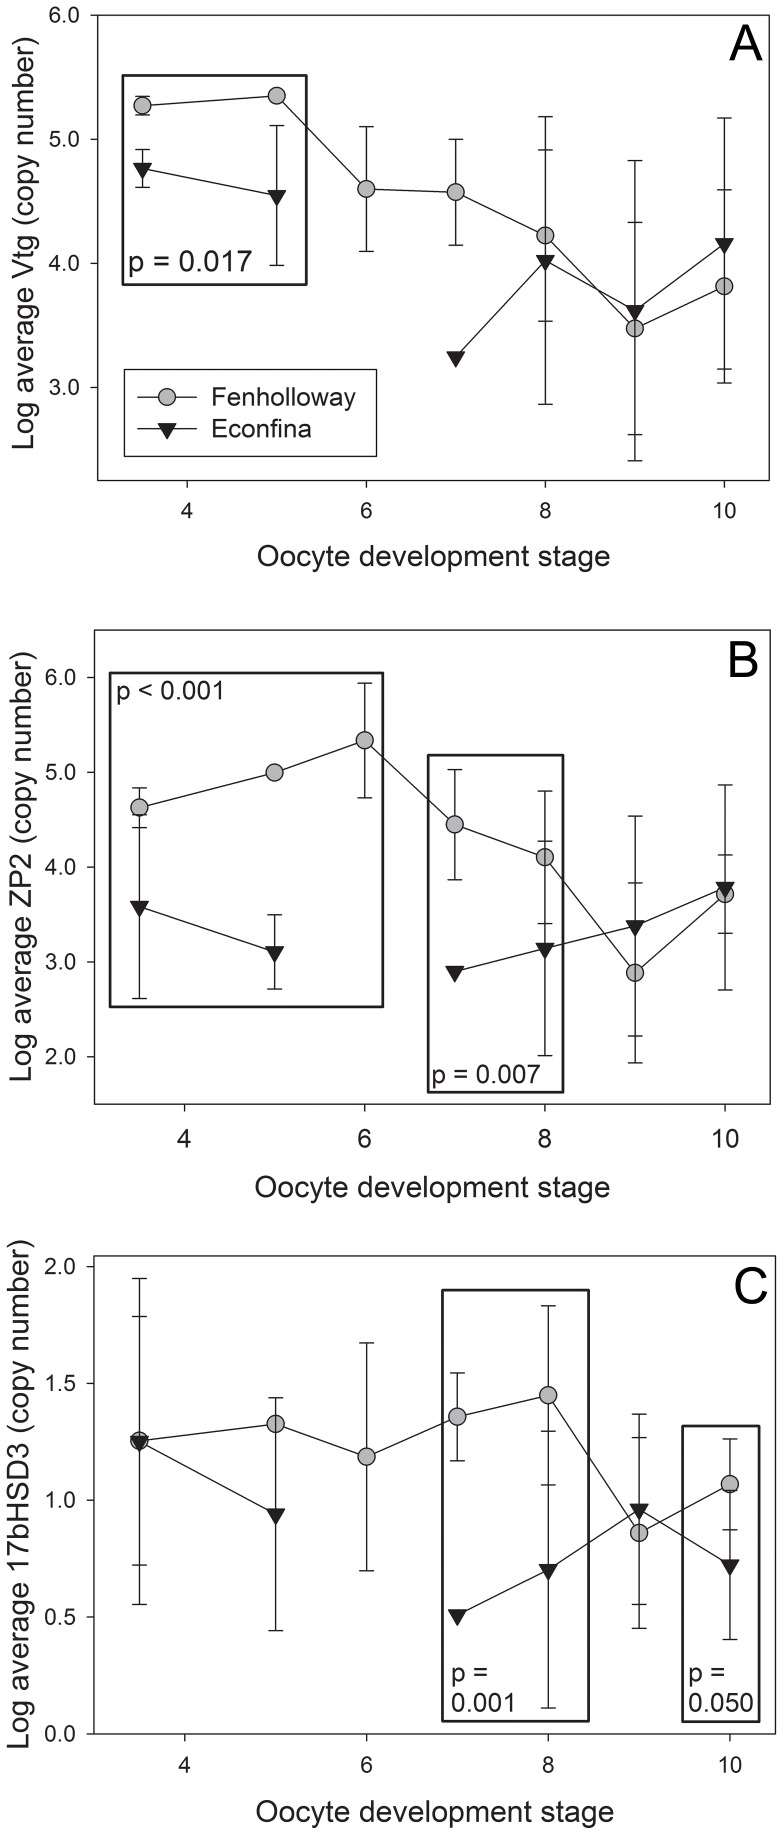
Focused hepatic gene expression patterns in female Eastern mosquitofish (*Gambusia holbrooki*) using qualitative polymerase chain reaction analysis. Gene expression of (A) vitellogenin (*vtg*), (B) zona pellucida glycoprotein 2 (*zp2*), (C) 17β-hydroxysteroid dehydrogenase 3 (*17βhsd3*) was analyzed between paper mill exposed (Fenholloway) and reference (Econfina) collection sites. Each point represents the mean of each group and error bars represent standard deviation; time points with no standard deviation have an N of 1. A box indicates statistical significance between groups at the selected oocyte developmental stages as determined using a Student's t-test with p<0.05.

**Figure 4:**
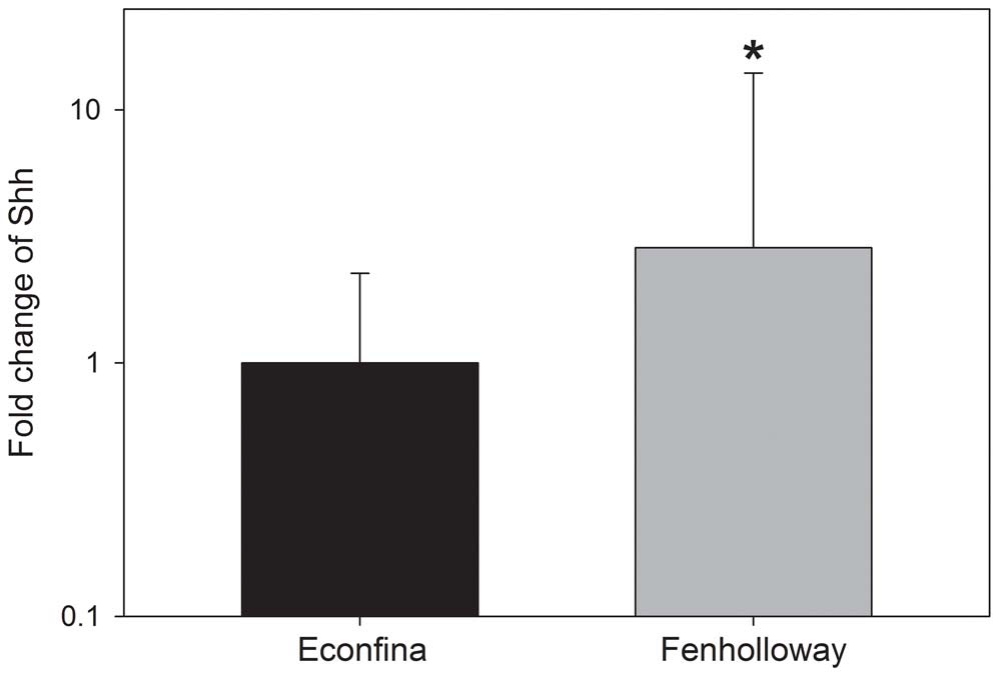
Anal fin gene expression patterns of sonic hedgehog (*shh*) in female Eastern mosquitofish (*G. holbrooki*). An asterisk indicates statistical significance between the paper mill exposed (Fenholloway) and reference (Econfina) rivers as determined using a Student's t-test with p<0.05.

### Hepatic Transcriptome and Pathway Analysis

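Hepatic RNA of 8 female G. holbrooki, 4 from the Fenholloway River and 4 from the Econfina River, was labeled with Cy3 and hybridized to one-color Agilent arrays, with 1 fish on each array. The 8 arrays were on 1 slide, in 2 rows, and each row held 3 arrays of one site and 1 array of the other site. The authors deposited the scanner output of each array, with a background-corrected intensity for every spot, and a table of their normalized log2 values for the same arrays. Each array had 15204 spots that were not controls, which made 14979 different probes. Between 6387 and 10834 of these spots were well above background on the Econfina arrays, with a median share of 62.4%, and between 4095 and 9160 on the Fenholloway arrays, with a median share of 55.5%. The array of Fenholloway replicate 2 was the dimmest, with a 75th percentile of signal of 62.8, whereas this percentile lay between 175 and 425 on the other 7 arrays. Its values correlated with those of the other Fenholloway arrays with a mean Pearson r of 0.765 across probes, compared with 0.874 to 0.888 for the other Fenholloway arrays and 0.883 to 0.916 for the Econfina arrays. These correlations are across 8822 probes well above background on at least 4 arrays, and probes are not independent replicates. The log2 intensities of all noncontrol probes were normalized between arrays by cyclic loess, since the methods state loess normalization, with no filter on dim probes. The sites were then compared probe by probe with limma, and differences are given as Fenholloway minus Econfina. The number of fish, 4 per site, limits the precision of every difference. The paper's collection dates also differ between the rivers, so a difference between sites cannot be separated from one between dates.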

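In this comparison, 1076 of 14979 probes had an unadjusted limma p under 0.05, where 749 would be expected by chance alone. Among them, 505 probes were higher at the Fenholloway River and 539 were lower by more than 1.5-fold. With the threshold set at 1.5 log2 units, 145 probes were higher and 122 were lower. After Benjamini-Hochberg adjustment over all probes, 0 probes were past 0.05 in limma, and the smallest adjusted p was 0.359. The one-way ANOVA that the methods name for the arrays, run per probe on the same values, gave 898 probes at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. With normexp background correction, 268 probes were higher and 246 were lower by more than 1.5-fold, and with scaling to each array's 75th percentile 333 were higher and 225 were lower, out of 558 probes at an unadjusted p under 0.05. The counts at 1.5 log2 units also moved. They were 26 higher and 28 lower with normexp, and 187 and 112 with the scaling. Under loess without the array of Fenholloway replicate 2 they were 238 and 213. The values of the 2 sites did not overlap for 605 probes, or 4.04% of all probes, where chance gives 2.86% on average. How far this share varies over other divisions of the arrays was not tested.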

Hepatic gene expression analysis revealed significant differential gene expression patterns between the Fenholloway River and Econfina River *G. holbrooki*, with 121 genes upregulated and 91 genes downregulated in the Fenholloway River (One-way ANOVA, p<0.05, FDR α = 0.05, fold change >±1.5) (Fig. S1 in File S1). A complete list of all statistically significant transcripts with >±1.5 fold change can be found in the supporting information (File S2).

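All of the 121 raised and 91 lowered probes that File S2 lists with a log2 difference over 1.5 moved in the listed direction in the loess-normalized values, each with an unadjusted limma p under 0.05. None passed Benjamini-Hochberg adjustment over all probes. All of them passed when adjusted over the list alone, which is not independent evidence, because the list was chosen on these same fish. Of the listed probes, 174 were well above background on at least 4 arrays and 38 were not. Among probes with a gene title, groups that do not overlap and a signal well above background on all 4 arrays of at least 1 site, zona pellucida glycoprotein 2 had the largest rise. Its normalized log2 signal was 12.70 ± 1.11 (SD, n = 4) at the Fenholloway River and 8.05 ± 1.82 (SD, n = 4) at the Econfina River, a difference of 4.64 (standard error 0.94, limma adjusted p = 0.495). Vitellogenin 2 followed with a difference of 3.46 (standard error 0.76, limma adjusted p = 0.537), and it was well above background on 4 Fenholloway arrays and 2 Econfina arrays. The next rises were those of si:dkey-179j5.2, with a log2 difference of 2.87, cartilage acidic protein 1, with 2.84 and only 1 Econfina array well above background, and zgc:165423, with 2.76. The largest fall was that of si:dkey-24l11.1, with a log2 difference of -3.74 (standard error 0.83, limma adjusted p = 0.537), which was well above background on 2 of 4 Fenholloway arrays. Both probes of transmembrane protein 27 fell, with log2 differences of -3.34 and -3.12 and with 3 of 4 Fenholloway arrays well above background for each. Vacuolar protein sorting 13 homolog A had a log2 difference of -3.11, with 1 Fenholloway array well above background. Apolipoprotein A-IV, which was well above background on all 8 arrays, had a log2 signal of 13.55 ± 1.18 (SD, n = 4) at the Fenholloway River and 16.64 ± 1.61 (SD, n = 4) at the Econfina River. The order of these probes depends on the processing of dim spots. With normexp background correction the log2 difference was 1.26 for vitellogenin 2, 0.79 for cartilage acidic protein 1 and -2.19 for si:dkey-24l11.1, whereas it was 4.30 for zona pellucida glycoprotein 2 and -3.04 for apolipoprotein A-IV, then the largest rise and the largest fall of the 10. With each array left out in turn, the log2 difference stayed between 4.14 and 5.46 for zona pellucida glycoprotein 2 and between 2.74 and 3.87 for vitellogenin 2.

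**Figure D1:**
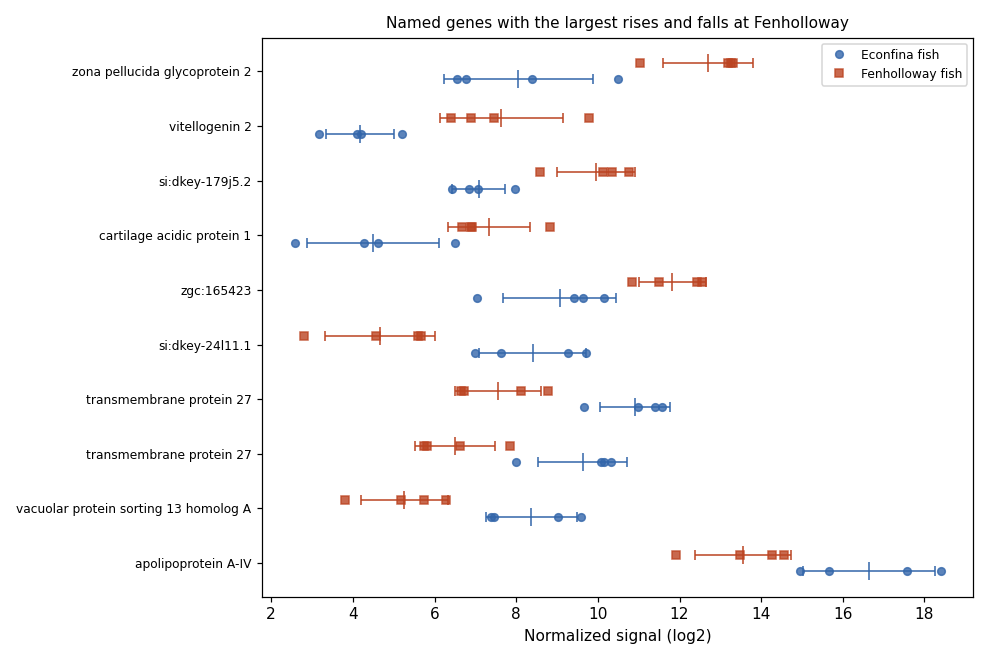
Normalized log2 signal of each fish for the 5 probes with the largest rise and the 5 with the largest fall at the Fenholloway River. Squares are Fenholloway fish, circles are Econfina fish, and bars show the mean ± SD of 4 fish; the 10 probes were selected for sites that do not overlap.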

In total, 22 gene ontology (GO) biological processes were significantly enriched in *G. holbrooki* from the Fenholloway River (Fisher's Exact test, p<0.05) (Table 1). 

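File S2 gives an annotation only for the probes it lists, so the enrichment could not be tested again over all probes and the listed probes were counted by direction. Of the 22 processes in Table 1, 12 had at least 1 probe in File S2 and 10 had none. The percentages of Table 1 imply a larger gene list than File S2. They imply 44 differentially regulated genes for ubiquitin-dependent protein catabolic process, where File S2 lists 3 probes. The listed probes therefore neither support nor refute an enrichment. The 4 probes annotated with proteolysis involved in cellular protein catabolic processes were all higher at the Fenholloway River, and 2 of them had an unadjusted limma p under 0.05. The 4 probes annotated with interspecies interaction between organisms were split, with 2 higher and 2 lower.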

Of note are pathways related to metabolism (isoprenoid biosynthetic process, energy reserve metabolic process, cyclic nucleotide biosynthetic process), reproduction (gonad development, cell migration involved in gastrulation), and nuclear processes (rRNA processing, mRNA transport, DNA topological change). 

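File S2 lists no probe annotated with isoprenoid biosynthetic process, cyclic nucleotide biosynthetic process or gonad development. For energy reserve metabolic process it lists SEC11 homolog A, with a log2 signal of 8.43 ± 0.32 (SD, n = 4) at the Fenholloway River and 7.63 ± 0.53 (SD, n = 4) at the Econfina River, a difference of 0.80 (standard error 0.32, limma adjusted p = 0.690). The sites overlapped for this probe (exact permutation test, two-sided, p = 0.0571). For cell migration involved in gastrulation, churchill domain containing 1 was higher by 0.70 (standard error 0.28, limma adjusted p = 0.688), and rho-associated, coiled-coil containing protein kinase 2a was not well above background on any Fenholloway array and on only 2 of 4 Econfina arrays, so that no fold is given. The 3 probes that File S2 lists for rRNA processing, a part of the genes behind Table 1, did not move together. IMP3 fell by 0.73 on the log2 scale (exact permutation test, two-sided, p = 0.0286), ribosomal RNA processing 1 homolog B was higher by 0.86 with sites that did not overlap, and WD repeat domain 55 differed by 0.27 (standard error 0.20, limma adjusted p = 0.799), and the sites overlapped for this probe. For DNA topological change, topoisomerase (DNA) I was higher by 1.18 (standard error 0.43, limma adjusted p = 0.665) and was well above background on 3 of 4 Fenholloway and 2 of 4 Econfina arrays. With normexp background correction its log2 difference was 0.36.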

*G. holbrooki* exposed to the potent androgen receptor agonist 17β-trenbolone (TB) in the lab [16] and *G. holbrooki* from the Fenholloway River share some similarly enriched GO biological processes, including regulation of protein metabolic process (go:0051246) and mRNA transport (go:0051028). 

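The TB-exposed fish were not analysed here, and the values below are for the river fish. For regulation of protein metabolic process, File S2 lists zgc:92419, with a log2 signal of 9.61 ± 0.39 (SD, n = 4) at the Fenholloway River and 8.58 ± 0.42 (SD, n = 4) at the Econfina River, and the tumor susceptibility gene TSG101, which was higher by 0.80 (standard error 0.32, limma adjusted p = 0.678). Every Fenholloway fish was above every Econfina fish for zgc:92419, whereas the sites overlapped for TSG101. For mRNA transport, transmembrane protein 48 was higher by 1.19 (standard error 0.39, limma adjusted p = 0.634) and thrombospondin, type I, domain containing 7B was higher by 1.17 (standard error 0.41, limma adjusted p = 0.651). All 4 probes were well above background on all 8 arrays and all were higher at the Fenholloway River, but none passed Benjamini-Hochberg adjustment.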

Enriched processes and their connection to genes were visualized by PathwayStudio (Fig. S2 in File S1) and these results corroborate the findings of the Fisher's Exact test while revealing interactions between key metabolic pathways and the differential regulation of several genes linked to these processes.

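Of the 41 genes in the legend of Fig. S2, 33 had a probe in File S2 or File S3, matched by gene title or by best database hit. The blue genes AMACR, MAP2K4, PLD1, RDH11 and TDG were matched by database hit, and these matches are less certain. The probe used for AMACR is titled C1q and tumor necrosis factor related protein 3, and that for PLD1 phospholipase D2. Where a gene had several probes, the probe with the highest mean signal was used. Of the 15 genes drawn in red, 14 were higher at the Fenholloway River, and all 18 genes drawn in blue were lower. The size of the log2 difference ranged from 0.23 to 1.92 with a median of 1.21, and 9 of the 33 probes are among those that File S2 lists with a log2 difference over 1.5. An unadjusted limma p under 0.05 was found for 28 of the 33 probes, and 0 were past 0.05 after Benjamini-Hochberg adjustment, the smallest adjusted p being 0.545. The sites did not overlap for 15 of these probes. The genes were drawn in Fig. S2 because they differed between these same fish, so these counts are not independent evidence. The blue gene PRKCA was not well above background on any Fenholloway array, so its level there was not measured. The enoyl-Coenzyme A hydratase EHHADH was higher by 1.36 (standard error 0.32, limma adjusted p = 0.545) and monoglyceride lipase was lower, with a log2 difference of -1.34 (standard error 0.31, limma adjusted p = 0.545), although only 2 Fenholloway and 3 Econfina arrays were well above background for the lipase. Enolase 1, with a log2 signal of 16.06 ± 0.20 (SD, n = 4) at the Fenholloway River and 15.35 ± 0.39 (SD, n = 4) at the Econfina River, and triosephosphate isomerase 1b, with a log2 difference of -1.39, moved in opposite directions. With the slide row as a block, the log2 difference of enolase 1 was 0.48 and its unadjusted limma p was no longer under 0.05. The 2 probes of DGAT1 went opposite ways. The brighter one had a log2 difference of -1.36 (standard error 0.44), and the dimmer one was well above background on 2 of 4 Fenholloway arrays and on no Econfina array, so that no fold is given. The paper reads Fig. S2 as revealing interactions that involve key metabolic pathways and differences in the regulation of several genes tied to them.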

**Table 1:** Significantly differentially regulated biological processes in female *G. holbrooki* residing downstream of a paper mill as compared to a control site as determined by gene set enrichment and gene ontology (GO) analyses.

Gene Ontology Biological Process	Fisher's Raw p-value	Type of regulation	Dif. reg^a^	Not dif. reg^b^
go:0006511; ubiquitin-dependent protein catabolic process	0.00659	Enriched	0.950%	0.472%
go:0006816; calcium ion transport	0.00968	Enriched	0.712%	0.328%
go:0051603; proteolysis involved in cellular protein catabolic processes	0.00014	Enriched	0.626%	0.144%
go:0006364; rrna processing	0.02156	Enriched	0.561%	0.246%
go:0051246; regulation of protein metabolic process	0.02663	Enriched	0.453%	0.185%
go:0044419; interspecies interaction between organisms	0.01696	Enriched	0.410%	0.144%
go:0001947; heart looping	0.04791	Enriched	0.388%	0.164%
go:0051028; mrna transport	0.00914	Enriched	0.367%	0.103%
go:0009615; response to virus	0.04432	Enriched	0.259%	0.082%
go:0042074; cell migration involved in gastrulation	0.01105	Enriched	0.237%	0.041%
go:0008299; isoprenoid biosynthetic process	0.00075	Enriched	0.216%	0.00%
go:0008045; motor axon guidance	0.00526	Enriched	0.216%	0.021%
go:0018149; peptide cross-linking	0.01959	Enriched	0.216%	0.041%
go:0009887; organ morphogenesis	0.00994	Enriched	0.194%	0.021%
go:0006890; retrogrAED vesicle-mediated transport, golgi to er	0.00318	Enriched	0.173%	0.000%
go:0048738; cardiac muscle tissue development	0.01865	Enriched	0.173%	0.021%
go:0008406; gonad development	0.00652	Enriched	0.151%	0.000%
go:0006265; dna topological change	0.03469	Enriched	0.151%	0.021%
go:0007266; rho protein signal transduction	0.03469	Enriched	0.151%	0.021%
go:0006112; energy reserve metabolic process	0.02748	Enriched	0.108%	0.000%
go:0009190; cyclic nucleotide biosynthetic process	0.02748	Enriched	0.108%	0.000%
go:0016339; calcium-dependent cell-cell adhesion	0.02748	Enriched	0.108%	0.000%

a Percentage of genes within the GO category that were significantly differentially regulated between Econfina and Fenholloway groups.

b Percentage of genes within the GO category that were not significantly differentially regulated between Econfina and Fenholloway groups.

We found similarity between hepatic gene expression data sets in *G. holbrooki* from the paper mill-impacted site and *G. holbrooki* exposed to 1 µg TB/L for 14 days when compared to those from the reference site or exposed to a vehicle control (Fig. 5) [16]. 

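File S3 lists 68 probes, and all were found on the arrays of the river fish. The paper's TB minus vehicle difference in File S3 was positive for 43 probes and negative for 25. The arrays of the laboratory fish were not analysed here. Between the rivers, 46 of the 68 probes were higher at the Fenholloway River and 22 were lower. Multiplied by the sign of the paper's TB difference, the median log2 difference between the rivers was 0.98, with 59 of 68 probes moved in the TB direction (limma fry test, p = 0.00497, camera p = 3.99e-12; both are model-based tests of the set, not exact permutation tests). Among the 53 probes well above background on at least 4 arrays, 44 moved in the TB direction, with a median of 0.92. An unadjusted limma p under 0.05 was found for 19 probes, 0 were past 0.05 after Benjamini-Hochberg adjustment over all probes, and 0 were past it when adjusted over the list alone. The list was chosen partly on these same fish, so these values are not independent evidence. In File S3's own values, for 57 of the 59 probes the Econfina fish also differ from the vehicle control in the TB direction. The shift against laboratory fish is therefore not specific to the Fenholloway River. File S2 also lists 15 of the probes.

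**Figure D2:**
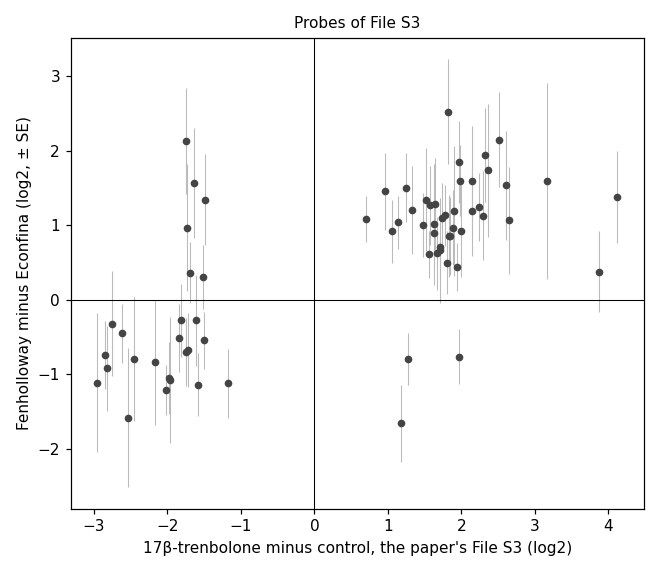
Log2 difference between Fenholloway and Econfina fish with its standard error against the paper's TB minus vehicle difference for each of the 68 probes of File S3. The 59 probes in the upper right and lower left quadrants moved in the TB direction.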

In a set of 62 similarly regulated genes, TB-exposed and PME-exposed *G. holbrooki* hepatic expression profiles cluster together, and the reference site and vehicle control samples cluster separately (Fig. 5). A complete list of these genes can be found in the supporting materials (File S3).

**Figure 5:**
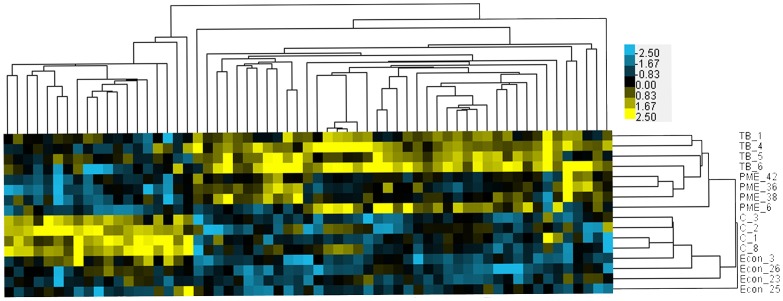
Gene expression profile comparisons between Fenholloway (PME) and reference site (Econ) female *G. holbrooki* and female *G. holbrooki* exposed to the androgen 17β-trenbolone (TB) or the vehicle control (C). This set of genes were differentially expressed between the PME, Econfina, and TB groups over the lab controls with at least a 1.5-fold difference of expression over the lab control and was expressed in the same direction in those groups. Data were median-centered by gene and clustered using spearman correlation and centroid linkage. Yellow genes are more highly expressed than the gene average and blue genes are expressed at a lower level than the gene average.

### *In vitro* assay results

Fig. 6A demonstrates the PR ligand transactivation of chemicals present in water collected from both the reference and paper mill impacted field sites. All water samples had detectable levels of PR activation as determined by the GeneBLAzer assay. The levonorgestrel BEQs of the field site water are as follows: Econfina creek, 3.33 ng/L (10.65 pM); Econfina boat ramp, 4.24 ng/L (13.56 pM); Fenholloway Hwy 98, 3.21 ng/L (10.28 pM); and Fenholloway Co Rd 361A, 3.28 ng/L (10.48 pM). Both sites also had detectable AR transactivation (Fig. 6B) but at a reduced concentration as compared to the PR assay. The R1881 BEQs of these sites are: Econfina creek, 2.24 ng/L (7.86 pM); Econfina boat ramp, 2.58 ng/L (9.07 pM); Fenholloway Hwy 98, 1.94 ng/L (6.82 pM); and Fenholloway Co Rd 361A, 0.804 ng/L (2.83 pM). Using this assay, levonorgestrel was also demonstrated to activate the AR in the GeneBLAzer assay more strongly than P4 (Fig. 6C).

**Figure 6:**
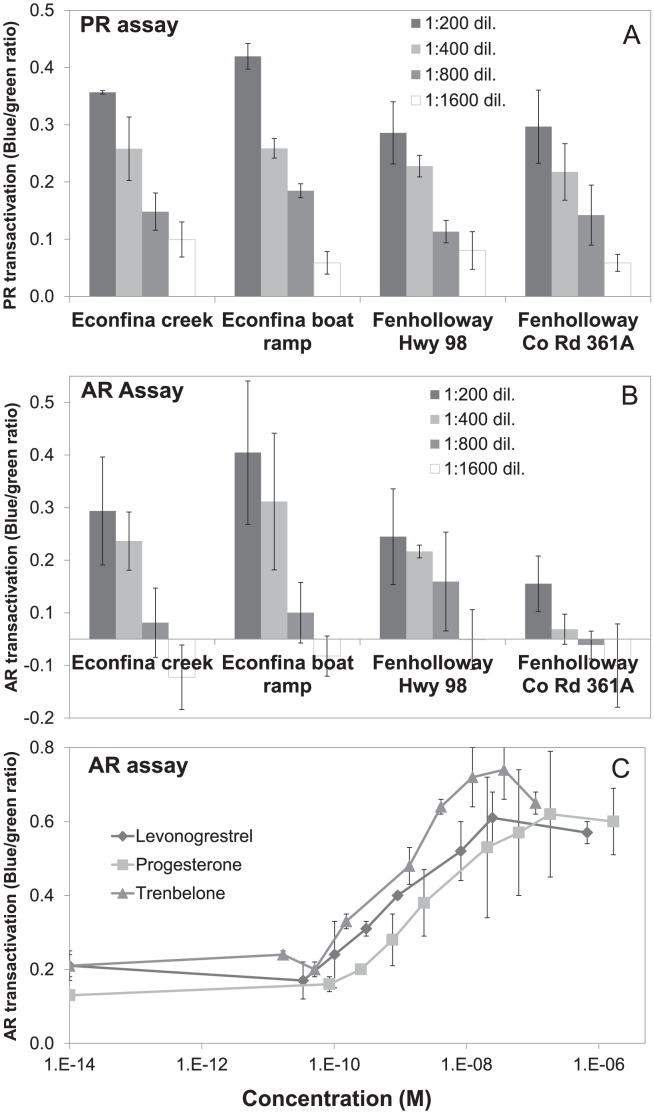
Results of progesterone receptor (PR) and androgen receptor (AR) GeneBLAzer assays for concentrated water samples collected downstream of the Fenholloway River paper mill and the Econfina River conservation area. The graph bars represent the mean of three replicates from each dilution for the PR (A) and AR (B) assays. Error bars represent standard deviation of the three replicates per assay. The dose-responses of levonorgestrel, progesterone, and 17β-trenbolone (C) were also evaluated by the AR assay.

## Discussion

We found that masculinization of female *G. holbrooki* continues to occur in the Fenholloway River. Paper mill effluent exposure is associated with both anal fin elongation as well as with significantly increased bone segment formation at this site. Additionally, we found an increase in the mRNA levels of *vtg, zp2, 17βhsd3*, and *shh* in Fenholloway River *G. holbrooki*. Through comparison of hepatic gene expression patterns to data from laboratory exposures, we found that paper mill effluent exposure resulted in an increase of genes associated with metabolic pathways, with 62 genes similarly expressed by *G. holbrooki* exposed to androgens, indicating a similarity between impacts at the molecular level between paper mill and androgen exposure. We also found detectable levels of both AR and PR ligands in the transactivation assay in concentrated water samples collected from both the paper mill impacted and reference sites.

Anal fin ratios correlate with earlier observations of elongation in field samples collected in 2010 (Brockmeier, unpublished results) and the increase in the level of bone segmentation is also similar to previous findings [7], [12]. Because the mechanism of anal fin growth in mosquitofish is associated with androgen concentration [14], [27], [28], these data appear to support an ongoing androgen exposure occurring at this site. In addition to anal fin growth, the mRNA levels of *shh* were upregulated in females from the Fenholloway River (Fig. 4). This gene is expressed in mosquitofish fry and adult females during androgen exposure [14], [15], and is constitutively expressed in adult male anal fins (Erica K. Brockmeier, Ph.D. dissertation, University of Florida, 2013). Other androgenic gene expression responses have also been seen downstream of other paper mills, such as *spiggin* expression in the kidneys of female three-spined stickleback (*Gasterosteus aculeatus*) exposed to paper mill effluent [29]. This gene is, however, only usable in members of the *Gasterosteus* genus, which is not found in Florida. The benefit of measuring *shh* or other biomarker genes to evaluate androgenicity, in addition to anal fin elongation, is that significant changes in gene expression occurs at time points of exposure earlier than physiological responses [14], [15]. This sensitivity in terms of exposure timing can serve as an ‘early warning’ biomarker, indicating exposure to an androgenic compound before the physiological effects of anal fin growth manifest.

We found significant differences in hepatic mRNA expression for *vtg* and *zp2* gene (Fig. 3A and 3B). Differences in *vtg* occurred for oocyte development stages where active vitellogenesis occurs [20] and *zp2* differences were apparent during later stages of oocyte development, corresponding to this gene's role in oocyte maturation [18]. Previous laboratory studies in fish have indicated that exposure to androgenic chemicals negatively impact *vtg* and *zp* gene expression in *G. holbrooki* [15], [16], as well as in other fish species [19], [30]. Our findings of increases in these mRNAs did not support the initial hypothesis. However, our findings match results from other fish species exposed to paper mill effluent extracts. The *Vtg* protein was significantly increased in rainbow trout (*Oncorhynchus mykiss*) after intraperitoneal (IP) injection with primary extracts [31] and after exposure to 100% combined mill outfall (CMO) and in 10% untreated kraft effluent exposures to fathead minnow [32]. While gene and protein levels are not always directly correlated, the upregulation of this protein in rainbow trout and fathead minnow and the gene in mosquitofish may be due to the presence of phytoestrogens in these effluents such as β-sitosterol [6]. This supports the findings of paper mill-specific gene expression patterns, as both androgenic and estrogenic responses were observed.

Hepatic *17βhsd3* mRNA was significantly increased in *G. holbrooki* residing downstream of the pulp and paper mill plant on the Fenholloway River (Fig. 3C). This increase was seen at advanced oocyte development stages [20], [26]. Other forms of *hsd* proteins, including the protein *3βhsd*, have also been found upregulated in the livers of male fathead minnows (*Pimephales promelas*) after exposure to CMO [33]. Previous work conducted at the Fenholloway River indicated that males from both the paper mill impacted and the reference sites had similar levels of both testosterone and E2, as was the case for females [11]. Due to the lack of differences in sex steroid levels among *G. holbrooki* from these sites, it is possible that induced expression of genes for steroidogenic enzymes such as *17βhsd3* may modulate abnormal steroid levels as a homeostatic response to EDC exposure [34]. In addition, other enzymes related to steroid synthesis, such as aromatase, also have significantly increased activities in *G. holbrooki* in the Fenholloway River [25].

A distinct pattern of differential gene expression was present in the livers of female *G. holbrooki* from the Econfina and the Fenholloway rivers (Fig. S1 in File S1). 

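With no selection of genes, the mean distance (1 minus Pearson r over the 8822 brighter probes) was 0.126 between fish of different rivers and 0.121 between fish of the same river. Fish of the same river were 0.148 apart at the Fenholloway River and 0.0944 apart at the Econfina River, but without the array of Fenholloway replicate 2 the Fenholloway fish were 0.0603 apart, so that their larger distance rests on this array. The difference between the first pair of distances, 0.00485, was reached or exceeded by 10 of the 35 ways to divide the arrays into 4 and 4 (exact permutation test, one-sided, p = 0.286). Without the array of Fenholloway replicate 2 it was 0.0137, which 3 of 35 divisions reached (exact permutation test, one-sided, p = 0.0857). With each of the other arrays left out in turn, this difference ranged from -0.00776 to 0.0161. It was negative without Econfina replicate 1, 2 or 3. With all 14979 probes and all 8 arrays it was 0.00291.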

Using gene ontology analysis, numerous pathways and processes were found to be enriched in the livers of the Fenholloway River *G. holbrooki* (Table 1, Fig. S2 in File S1). Notable pathways include nuclear processes such as mRNA transport and rRNA processing as well as several pathways linked to metabolism, including regulation of protein metabolic process, isoprenoid biosynthetic process, and energy reserve metabolic process. Similar results were found in studies conducted on fathead minnows exposed to the CMO of an androgenic paper mill effluent in Canada, another paper mill with processes similar to those used at the Fenholloway River site [33].

In male fathead minnows, the isoprenoid biosynthetic process was also upregulated in the liver, along with several pathways linked to steroid and cholesterol metabolic processes. 

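The 3 probes that File S2 annotates with ubiquitin-dependent protein catabolic process were all higher at the Fenholloway River. Ubiquitin specific peptidase 32 had a log2 signal of 6.35 ± 0.31 (SD, n = 4) at the Fenholloway River and 5.09 ± 0.34 (SD, n = 4) at the Econfina River, with 3 of 4 arrays well above background at each site. Ubiquitin specific peptidase 15 was higher by 0.65 (standard error 0.21, limma adjusted p = 0.634), and every Fenholloway fish was above every Econfina fish for both of these genes. Ubiquitin specific peptidase 18 had the largest difference of the 3, 2.57 (standard error 0.79), but the sites overlapped (exact permutation test, two-sided, p = 0.0571) and only 2 of 4 Econfina arrays were well above background.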

Female fathead minnows exposed to CMO experienced enrichment in the proteolysis pathway [33], similar to our results of significantly increased ubiquitin-dependent protein catabolic process. Isoprenoid biosynthesis is the necessary precursor for cholesterol synthesis, which serve as templates for sex steroid synthesis. Genes upstream of the synthesis of cholesterol have previously been found to be upregulated by androgen exposure [35], lending support to the hypothesis that chemicals present in paper mill effluents are acting to disrupt the normal metabolism of steroids and hormones in a manner similar to androgen exposures [31].

We found a similarity in hepatic gene expression between TB-exposed *G. holbrooki* and *G. holbrooki* from the Fenholloway River (Fig. 5). 

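Among the probes of File S3, hydroxy-delta-5-steroid dehydrogenase, 3 beta, which is annotated with both metabolic process and steroid biosynthetic process, had a log2 signal of 11.69 ± 0.79 (SD, n = 4) at the Fenholloway River and 10.19 ± 0.59 (SD, n = 4) at the Econfina River, a difference of 1.50 (standard error 0.46, limma adjusted p = 0.634), and the rivers overlapped (exact permutation test, two-sided, p = 0.0571). The other 2 probes of metabolic process, zgc:77375 and zgc:153046, were higher by 1.28 and 1.59, each with an exact two-sided permutation p of 0.114. Glycosyltransferase 1 domain containing 1, annotated with biosynthetic process, was higher by 1.85 (standard error 0.55, limma adjusted p = 0.634), with 2 Fenholloway arrays and 1 Econfina array well above background. With normexp background correction its log2 difference was 0.37. Of the 3 probes annotated with regulation of transcription, zinc ribbon domain containing 1 was higher by 0.85 (standard error 0.54, limma adjusted p = 0.788), the zinc finger protein ZNF623 was well above background on 1 Fenholloway array and on no Econfina array, so that no fold is given, and homeodomain interacting protein kinase 1 was well above background on only 1 of the 8 arrays.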

Within this list of genes, GO biological processes for metabolic process, biosynthetic process, regulation of transcription, and steroid biosynthetic process are present, providing additional evidence for the importance of changes to metabolic pathways—notably steroid biosynthesis—as the toxic mechanism of action of androgen and paper mill effluent exposure.

Progesterone and androgen receptor active chemicals were found to be present at two sites downstream of the paper mill-impacted area of the Fenholloway and Econfina rivers as determined by the GeneBLAzer assay (Fig. 6). While this is not a direct measurement of chemicals (e.g. GC-MS), we were able to determine a concentration of chemicals which could bind to the ligand binding domain of both the PR and AR and transactivate the receptors. We report their bioanalytical equivalency quotients (BEQs), calculated based on the positive standards R1881 and levonorgestrel as known AR and PR activators respectively. These values were between 3.28 and 4.24 ng/L levonorgestrel equivalencies and between 0.804 and 2.58 ng/L R1881 equivalencies respectively. Based on these results, it appears that natural progesterones are not the causative chemical(s) in inducing abnormal anal fin elongation in the Fenholloway River, as PR-positive activity is present both in the Fenholloway River downstream of the paper mill and at the Econfina River. In previous studies, both progesterone (P4) and the weak androgen androstenedione (AED) were present in HPLC fractions that induced androgen receptor-mediated activity using an *in vitro* assay [7], [9]. AED was found in the water column and sediment of the Fenholloway River at 0.04 µg/L and 0.7 µg/L respectively, whereas P4 was present at much higher levels at 2.06 µg/L (water) and 48.8 µg/L (sediment) [36]. Compared to these concentrations, the effective concentrations found in the water samples in this study are reduced by ∼100-fold and ∼4-fold, as determined by levonorgestrel and R1881 equivalencies respectively (Fig. 6).

The presence of low levels of AR-active chemicals at both sites may be due to the breakdown of this chemical from high levels of progesterones in the sediments via microorganisms [37]. The source of these progesterones is most likely the loblolly pine (*Pinus taeda L.*) which is highly prevalent along this entire area [38]. As anal fin elongation is found only at the Fenholloway River, this suggests that the causative chemical is specific to that site or may be related to a combined effect from both progesterone and androgen loads. While chemicals in the sediment may not normally be available to *G. holbrooki*, as they generally feed off organisms that reside towards the water surface, abiotic pressures present in the Fenholloway River, such as very low dissolved oxygen, may drive *G. holbrooki* in this area to alternative food sources at the river bottom (i.e. Nematocera) [39]. This would result in the *G. holbrooki* downstream of the Fenholloway being exposed to a greater load of progesterones and androgens, which could explain the increases of expression of reproductive genes [40] as well as anal fin elongation via breakdown of P4 into androgenic compounds [37].

At other paper mill sites, the phytoestrogen β-sitosterol is thought to be the causative estrogenic chemical [41], and this chemical has been found (but not quantified) at the Fenholloway River paper mill-impacted site [39]. The presence of phytoestrogens is an area of future work towards determining the causative chemicals and impacts of paper mill exposure in the Fenholloway River ecosystem. In addition, there may be synergistic interactions between non-androgenic chemicals present in the paper mill effluent, as these effluents represent complex mixtures with a diversity of effects [32] that may be causing the manifestation of abnormal secondary sexual characteristics at this site.

While AED was initially thought to be the causative masculinizing chemical, a follow-up exposure of *G. affinis* to doses of AED present in the Fenholloway River (0.04 µg/L) showed no statistically significant increase in anal fin elongation after 6 weeks of exposure [10]. These impacts were not evaluated on early life stages, which may be more sensitive to androgen exposure, but nonetheless it appears that AED may not be the masculinizing chemical in this system, and other currently unknown androgenic and progestagenic chemical(s) may be present. Additional studies which focus on the role of sediments as well as the transferability of chemicals from adult female *G. holbrooki* to their offspring during oocyte development would help address the role of soil contact and maternal transfer of paper mill exposure in this environment.

## Conclusions

Our findings indicate that a mixture of progesterones and androgens may be driving changes in gene expression at this paper mill-impacted site. These findings provide the insights into the complex nature and persistence of gene expression patterns that coincide with male phenotypic characteristics, and can serve as an initial research focus towards efforts to examine exposure routes and possible chemical sinks in field samples at a site with a population of *G. holbrooki* that has exhibited abnormal physiology for over 30 years.

## Supporting Information

File S1 **File S1 contains qPCR primer sequences (Table S1), hierarchical cluster analysis for the paper mill and reference site females (Fig. S1), PathwayStudio analysis of metabolic gene changes during paper mill exposure (Fig. S2), and standard curves for both the AR and PR GeneBLAzer assays are provided (Fig. S3).**
(DOCX) Click here for additional data file.

File S2 **File S2 contains fold change levels of all transcripts that were significantly differentially regulated from the paper mill-impacted and reference sites.**
(XLSX) Click here for additional data file.

File S3 **File S3 is a list of genes with similar regulation between the paper mill-impacted** ***G. holbrooki*** **and** ***G. holbrooki*** **exposed to the potent androgen receptor agonist 17β-trenbolone.**
(XLS) Click here for additional data file.

# Supplementary material for: Exposure to Paper Mill Effluent at a Site in North Central Florida Elicits Molecular-Level Changes in Gene Expression Indicative of Progesterone and Androgen Exposure
**Source:** PLoS One. 2014 Sep 8;9(9):e106644. doi: 10.1371/journal.pone.0106644
**Supplement:** File S1 — contains qPCR primer sequences (Table S1), hierarchical cluster analysis for the paper mill and reference site females (Fig. S1), PathwayStudio analysis of metabolic gene changes during paper mill exposure (Fig. S2), and standard curves for both the AR and PR GeneBLAzer assays are provided (Fig. S3).

File S1 supplemental information for:

**Exposure to paper mill effluent at a site in North Central Florida elicits molecular-level changes in gene expression indicative of progesterone and androgen exposure**

Erica K. Brockmeier, Sumith Jayasinghe, William E. Pine, Krystan A. Wilkinson, and Nancy D. Denslow

Number of pages: 6

Number of tables: 1

Number of figures: 3

| **Table S1.** qPCR primers utilized in this study | |
| --- | --- |
| Gene name | qPCR primers (5’ to 3’) |
| *17-beta hydroxysteroid dehydrogenase 3* | Forward: GCAAGGCTTACAGGACTACGTT Reverse: TCACAGCATCCATCGGTTC |
| *Ribosomal protein L8* | Forward: AACTACGCCACCGTCATCTC Reverse: CAGGATGGGCTTGTCGATAC |
| *Sonic hedgehog* | Forward: TGTCCTCATCGCTGTTCATC Reverse: AGTGGATGGATCGAGTGGTC |
| *Vitellogenin* | Forward: CAGCAGTTCCAAACGCAGTA Reverse: CTTGATCTGCCACTCCTGCT |
| *Zona pellucida glycoprotein 2* | Forward: CAGTGGGTCCTTCATCTGGT Reverse: GGGTTCCATTGAATTGGTGT |

**
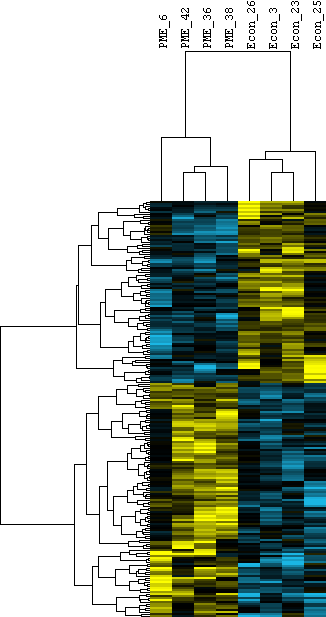
**

**Figure S1.** Gene expression differences between Fenholloway (PME) and reference site (Econ) female G. holbrooki as determined by hierarchical cluster analysis. Genes with fold changes > 1.5 fold or < -1.5 fold from the reference site and with one-way ANOVA p-values < 0.05 (false discovery rate α = 0.05) were used for this analysis. 91 genes were down-regulated at the paper mill site as compared to the reference site and 121 genes were up-regulated at the paper mill site as compared to the reference site. Data were median-centered by gene and clustered using centered correlation and complete linkage.

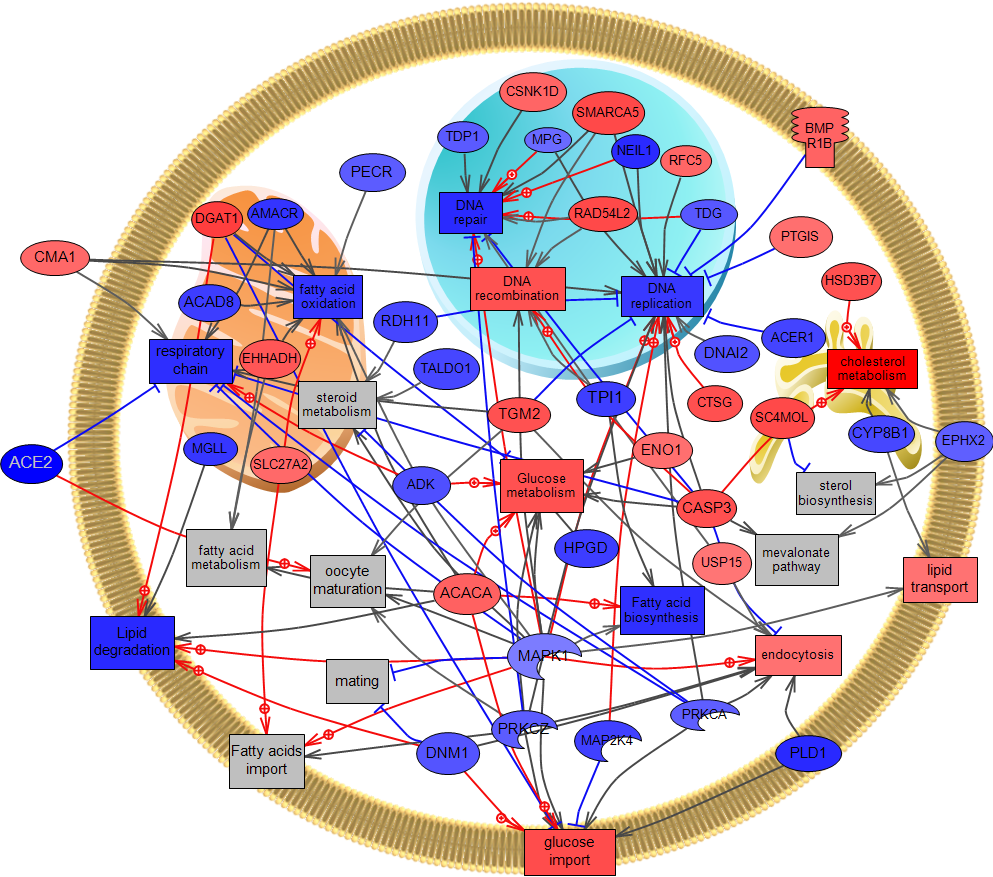

**Figure S2.** Visualization of interconnected pathways in hepatic gene expression profiles by PathwayStudio^TM^ (Elsevier, Amsterdam, The Netherlands). Enriched gene ontology Biological Processes at the Fenholloway, as determined using human homologues, and their connection to significantly up or down-regulated genes in the liver can be seen. Red genes and processes are up-regulated at the paper mill site versus the reference site whereas blue genes and processes are down-regulated. Red lines are positive gene regulation, blue lines are negative regulation, and grey lines ending in arrows have an unknown direction of regulation. Boxes represent biological processes and ovals represent individual genes, and the intensity of the coloring is indicative of the intensity of expression differences. Gene abbreviations: ACACA (acetyl coenzyme A carboxylase alpha), ACAD8 (acyl-CoA dehydrogenase family, member 8), ACE2 (angiotensin I converting enzyme 2), ACER1 (alkaline ceramidase 1), ADK (adenosine kinase), AMACR (alpha-methylacyl-CoA racemase), BMPR1B (bone morphogenetic protein receptor, type IB), CASP3 (caspase 3), CMA1 (chymase 1), CSNK1D (casein kinase 1, delta), CTSG (cathepsin G), CYP8B1 (cytochrome P450 family 8, subfamily B, polypeptide 1), DGAT1 (diacylglycerol O-acyltransferase homolog 1), DNAI2 (dynein, axonemal intermediate chain 2), DNM1 (dynamin 1), ENO1 (enolase 1), EHHADH (enoyl-coA, hydratase/3-hydroxyacyl CoA dehydrogenase), EPHX2 (epoxide hydrolase 2), HPGD (hydroxyprostaglandin dehydrogenase 15-(NAD)), HSD3B7 (hydroxyl-delta-5-steroid dehydrogenase, 3-beta and steroid delta-isomerase 7), MAPK1 (mitogen-activated protein kinase 1), MAP2K4 (mitogen-activated protein kinase 4), MGLL (monoglyceride lipase), MPG (N-methylpurine-DNA glycosylase), NEIL1 (nei endonuclease VIII-like), PECR (peroxisomal trans-2-enoyl-CoA reductase), PLD1 (phospholipase D), PRKCA (protein kinase C alpha), PTGIS (prostaglandin I2 (prostacyclin) synthase), RAD54L2 (Androgen receptor-interacting protein 4), RDH11 (retinol dehydrogenase 11), RFC5 (replication factor C), SC4MOL (sterol-C4-methyl oxidase-like), SLC27A2 (solute carrier family 27, fatty acid transporter, member 2), SMARCA5 (SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily A, member 5), TALDO1 (transaldolase 1), TDG (thymine-DNA glycosylase), TDP1 (tyrosyl-DNA phosphodiesterase 1), TGM2 (transglutaminase 2), TPI1 (triosephosphate isomerase 1), USP15 (ubiquitin specific peptidase 15).

***
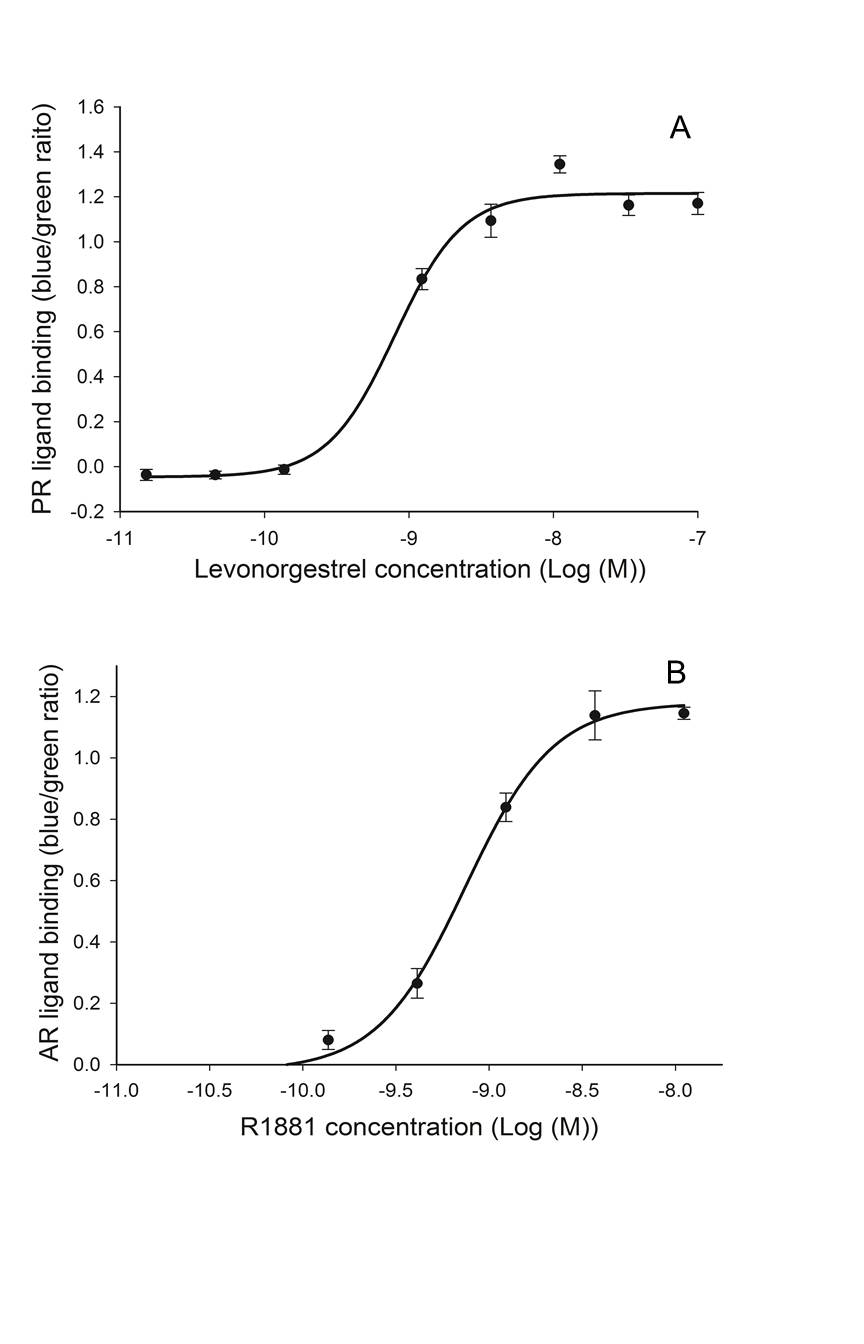
***

**Figure S3.** Standard curves of levonorgestrel and R1881 for the progesterone receptor (A) and androgen receptor (B) Gene BLAzer assays. Each dot represents the average of three replicates from each concentration and error bars are standard deviation of the three replicates.

How the deposited data were processed for this re-analysis (not part of the article)

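Hepatic RNA of 4 female fish from the Fenholloway River and 4 from the Econfina River was measured on one-color Agilent arrays, 1 fish per array, all on 1 slide. The authors deposited the scanner's feature tables, which give each spot's intensity on a linear scale after the scanner software's background correction, and a series table whose values are log2 intensities that the authors had normalized. The paper states loess normalization and one-way ANOVA in JMP Genomics. The fish were grouped by river as labelled and no sample was left out. The qPCR, anal fin, receptor assay and trenbolone measurements were not analysed here.

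Control spots (536 per array) and spots with an outlier flag were left out, saturated spots were kept, and spots of the same probe were averaged. The log2 intensities of 14979 probes were normalized by fast cyclic loess in limma 3.58.1 under R 4.3.3. The rivers were compared with limma's lmFit and eBayes and adjusted by Benjamini-Hochberg over all probes tested. Single genes were also given an exact two-sided permutation test. The File S3 list was tested with fry, using the sign of the paper's trenbolone difference as weight, and with camera. A probe not well above background on any array of a site has no measured level there, and no fold is given for it.

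Named genes were chosen by a rule fixed before the data were examined: genes the paper names that have a probe in File S2 or File S3, the 5 largest rises and 5 largest falls with sites that do not overlap, and probes annotated with the processes that the text singles out. Gene names come only from these files, so most probes have no name. As no probe passed the adjusted threshold, the rises and falls were taken among probes with an unadjusted p under 0.05, as the rule provides. Enrichment of processes was not tested, because the annotation covers only the listed probes.

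The alternatives were normexp background correction with an offset of 50, scaling to each array's 75th percentile, quantile normalization, a filter on probes well above background on at least 4 arrays, the authors' deposited log2 values, the methods' one-way ANOVA, the slide row and the replicate number as blocks, camera in place of fry, and leaving out each array in turn. An alternative that uses the variance behind the t values of File S2 was added after the data were seen. The comparison was tested on simulated data with 14979 probes, of which 200 were changed. With a log2 change of 1.5, 75.5% of the changed probes had an unadjusted p under 0.05 and 37 passed Benjamini-Hochberg adjustment. With a log2 change of 3, 136 passed it. Each simulated probe varied independently of the others. Errors shared by many probes of an array were not simulated, so these counts may not hold for the real arrays. Probes of 5 marker lists for other tissues (oocyte and germ line, red blood cells, exocrine pancreas, muscle, and intestine) were looked for among the named probes.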

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

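The count of probes without the array of Fenholloway replicate 2 was chosen as a test after the result was seen, and the other tests in this part were chosen before. In each site's 4 fish, a value was marked when its gap to the nearest of the others was above Dixon's critical value for groups of 4, as a share of the whole range. Chance marks about 1 in 20 groups, and 8 of 86 groups were marked.

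The array of Fenholloway replicate 2 had a mean correlation of 0.765 with the other Fenholloway arrays, which lay between 0.874 and 0.888. Over the 3437 liver probes well above background on all 8 arrays, its median was 2.15 log2 units below the median of the other arrays. Its spike-in control spots, which do not come from the fish, differed by -1.34 log2 units, but the spike-in median of the other arrays itself ranged from 12.67 to 14.94 on the log2 scale, so weak labelling, hybridization or scanning of the whole array cannot be told apart from a difference in the RNA of this fish. This array did not create the number of differing probes: without it, 1510 probes differed by more than 1.5-fold at an unadjusted p under 0.05, compared with 1044 with it. No biological explanation was tested.

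Econfina replicate 2 had a 75th percentile of signal of 180, while the other Econfina arrays lay between 342 and 374. Its within-site correlation was 0.914, within the range of the other Econfina arrays, and normalization removes a difference in overall brightness. No cause was tested.

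Zona pellucida glycoprotein 2 had a log2 signal of 11.04 in Fenholloway replicate 3 and 13.19 to 13.30 in the other Fenholloway fish, so this fish was the lowest. The higher level at the Fenholloway River does not rest on a single array, since for zona pellucida glycoprotein 2 and vitellogenin 2 the difference with any array left out was at least 0.793 of the full one. It does not rest on the slide row either, since with the row as a block both differences were at least 0.935 of those without. The river stays open as an explanation, and so does the date of collection, since the paper's dates differ between the rivers. Other differences between the fish also stay open and were not tested.

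The remaining values belong to single genes. Cartilage acidic protein 1 had a log2 signal of 8.83 in Fenholloway replicate 2 and 6.68 to 6.93 in the other Fenholloway fish. Zinc ribbon domain containing 1 had 11.01 in the same fish and 9.54 to 9.72 in the others. Triosephosphate isomerase 1b had 10.59 in that fish and 12.29 to 12.44 in the others. Transmembrane protein 27 had 7.99 in Econfina replicate 1 for one of its probes and 10.07 to 10.31 in the other Econfina fish. The dimmer probe of diacylglycerol O-acyltransferase homolog 1b had 3.26 in Fenholloway replicate 1 and 5.64 to 5.98 in the other Fenholloway fish. These 3 values of Fenholloway replicate 2 are on the dim array, and no cause was tested for any of them.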

How the results depend on the processing

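The alternative that uses the variance of File S2 was chosen after the data were seen, and all other alternatives before. The count of probes past Benjamini-Hochberg 0.05 and 1.5-fold was 0 in limma under every alternative and with the methods' one-way ANOVA, with 558 to 1567 probes at an unadjusted p under 0.05. The smallest adjusted p ranged from 0.157 to 0.798.

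Normexp background correction gave 268 higher and 246 lower probes by more than 1.5-fold, and 26 higher and 28 lower by more than 1.5 log2 units. Its offset of 50 shrinks differences between dim probes by construction. Scaling to the 75th percentile gave 333 higher and 225 lower probes by more than 1.5-fold. The share of higher calls was 59.7% under this scaling and 48.4% under loess, and the median of all probes was 0.23, so that changes under it are relative to that shift. The filter on dim probes, which tests fewer probes, left 331 lower. With the slide row as a block, 206 probes were lower by more than 1.5 log2 units, and the cause was not tested.

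With each array left out in turn, 127 to 238 probes were higher and 106 to 213 were lower by more than 1.5 log2 units. The highest of both came without Fenholloway replicate 2, the dim array, and 204 were lower without Econfina replicate 4. The difference between the distances across and within rivers, over the 8822 brighter probes, ranged from -0.00776 to 0.0161 and turned negative without Econfina replicate 1, 2 or 3; none of these values was past 0.05 in the exact permutation test, and the cause was not tested.

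The File S3 median kept its direction and an unadjusted p under 0.05 under the alternatives run for it, from 0.41 with normexp to 1.07 without Fenholloway replicate 3. These were normexp, the other normalizations, the filter, the deposited values, both blocks and each array left out, all with fry, and camera on the loess values; the methods' one-way ANOVA and the variance of File S2 were not run for it. The number of listed File S2 probes with the listed direction and an unadjusted p under 0.05 ranged from 165 to 208 over the alternatives.

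The replicate numbers of the rivers do not pair the fish, since the correlations of the deviations of same-numbered fish were -0.03, 0.14, 0.36 and -0.10. With the replicate block, 546 probes were higher and 553 lower by more than 1.5-fold.

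For the 37 probes named one by one, 518 alternative values were computed. The direction never reversed. In 458 of them the unadjusted p stayed on its side of 0.05, in 54 it rose above 0.05 and in 6 it fell below. With the slide row as a block, 6 of the 37 probes lost an unadjusted p under 0.05, and the rivers are unevenly spread over the rows, 3 arrays to 1. The precision is limited by signal over background: 8822 of 14979 probes were well above background on at least 4 arrays, and 3175 on 0 arrays.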

Differences from the paper's values

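The paper reports 121 upregulated and 91 downregulated genes with a fold change over 1.5. At an unadjusted p under 0.05 and more than 1.5-fold, 505 probes were higher and 539 were lower, and none of the alternatives set before the data were examined brought either count within 1.5 times the paper's; read on the log2 scale, with 1.5 log2 units as the threshold, the counts were 145 and 122. With whole sets of 8 arrays, on that scale the paper's 121 was within 1.5 times under quantile normalization, the filter on dim probes, the authors' deposited log2 values, the methods' one-way ANOVA, and the slide row and replicate blocks, but not under normexp or the 75th percentile. The paper's 91 was within 1.5 times under the 75th percentile, the filter, the deposited values and the methods' one-way ANOVA, but not under normexp, quantile normalization or the slide row and replicate blocks. With an array left out, the paper's 121 was within 1.5 times except without Fenholloway replicate 2 or Econfina replicate 4, and the paper's 91 was within 1.5 times only without Econfina replicate 1, Econfina replicate 3 or Fenholloway replicate 4. The methods' one-way ANOVA gave 110 and 91. The deposited values with the variance of File S2, an alternative chosen after seeing the values, gave 118 and 91.

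The paper gives its 121 and 91 genes with a false discovery rate of 0.05. Past Benjamini-Hochberg 0.05 and 1.5-fold, limma gave 0 higher and 0 lower probes, and so did every alternative set before the data were examined, including the methods' one-way ANOVA. At an unadjusted p under 0.05 there were 1076 probes in limma and 898 in the methods' one-way ANOVA.

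In the legend of Fig. S2, 32 of the 33 genes matched to a probe, some by database hit alone, moved in the direction of their color. DGAT1 is drawn as upregulated, while its brighter probe had a log2 difference of -1.36. Its dimmer probe was well above background on 2 Fenholloway arrays and 0 Econfina arrays.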

Other observations

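The counts over other divisions of the fish at 1.5-fold, at 1.5 log2 units and after Benjamini-Hochberg adjustment were chosen as tests after the results were seen, and the other tests of this part before, except that the restriction of the totals of Table 1 by its Fisher p-values was added after a first search without it. Of the 35 ways to divide the 8 arrays into 4 and 4, the real one included, 5 gave as many probes over 1.5-fold at an unadjusted p under 0.05, and 6 gave as many over 1.5 log2 units. Chance can therefore not be excluded for these 2 counts. For the count past Benjamini-Hochberg 0.05 all 35 gave at least as many, but the real count of 0 fixes that outcome, so it says nothing about chance. The division by slide row gave 411 probes over 1.5-fold compared with 1044 for the rivers, and with the row as a block the count was 884, so the slide row does not account for the count. For the listed File S2 probes only 1 of 35 divisions, the real one, gave as many, which the choice of the list on these fish also brings about. For the File S3 median it was also 1 of 35, and that list was chosen partly on these fish.

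The p-values of File S2 are not those of an ordinary one-way ANOVA of the deposited values. Its t values on the authors' deposited log2 values follow a variance that is a straight-line function of each probe's own variance, with 6.44 degrees of freedom in place of 6, and with this variance the p-values of the probes with a deposited value were matched to within 0.0296%. The smallest Benjamini-Hochberg adjusted p over all probes computed this way was 0.233. File S2 holds 472 probes that are higher and 564 that are lower at the Fenholloway River; 381 and 481 of them differ by more than 1.5-fold, and 121 and 91 by more than 1.5 log2 units. Of the listed probes, 259 were not well above background on at least 4 arrays.

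The percentages in Table 1 were set against whole numbers of genes. Among 39 pairs of totals that fit both columns to the printed digits, 8 also gave all 22 two-sided Fisher p-values within 0.0001. All 8 have 4634 genes counted as differentially regulated and 4871 to 4878 counted as not, a share of 48.7% to 48.8%. This total for Table 1 implies 44 differentially regulated genes for ubiquitin-dependent protein catabolic process, where File S2 lists 3 probes, and 10 for isoprenoid biosynthetic process, where it lists 0. One hypothesis was that genes were counted on a fold change over 1.5 alone, without a p-value. The deposited log2 values gave 4596 probes over 1.5-fold either way, close to the total of 4634, but these were 30.7% of the probes, well under the share in Table 1. The array has more probes than Table 1 has genes, and which probes entered Table 1 is not known here, so the shares have different denominators and the hypothesis stays open.

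In File S2, 24 gene titles have more than 1 probe. For 20 of them the probes have the same direction and for 4 they do not. Nuclear receptor co-repressor 2 had log2 differences of -0.91 and 0.60, with 3 of 4 arrays of each site well above background for both probes. The other 3 rest on dim signal: the dimmer probe of diacylglycerol O-acyltransferase homolog 1b was not well above background on any Econfina array, and neither probe of NEL-like 2 or dynamin 2 was on any Fenholloway array. Paralogs with the same title, transcript variants and probe errors were not tested.

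File S3 holds 68 probes where the paper gives 62 genes. In File S3's own values, the differences of Fenholloway and TB fish from the vehicle control have the same sign for 59 probes and opposite signs for 9. For 57 of the 59, the Econfina fish differ from the vehicle control in that direction too. All 59 moved in the TB direction between the rivers, and none of the 9 did, since for all 68 the difference between the rivers had the sign of File S3's Fenholloway difference.

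Genes from the marker lists for other tissues appear among the named probes. Whether the listed genes are specific to those tissues was not tested. Since names are known only for probes the study picked, abundant genes that did not change cannot be seen, and RNA from other tissues in the liver samples cannot be told apart from a change in the liver. For oocyte and germ line, 3 of 10 listed genes had a probe, with 1 higher and 2 lower at the Fenholloway River, and none of these probes was well above background on 4 or more arrays. For red blood cells, 2 hemoglobin probes were found and 2 were higher, by 1.40 and 1.96 on the log2 scale. For the intestine list, 2 of 4 genes had a probe and 0 of 3 probes were higher, which does not show that intestine was present. Apolipoprotein A-IV and transmembrane protein 27 had log2 differences of -3.09 to -3.34, and apolipoprotein A-IV was well above background on all 8 liver arrays. For exocrine pancreas and for muscle, 0 probes were found.

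Probes printed in 10 spots give the technical spread. Over 25 such probes, the median SD of log2 signal between spots of one array was 0.15 to 0.24, and the median SD between fish was 0.24 at the Fenholloway River and 0.45 at the Econfina River.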
